A study of Mus musculus with 96 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

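The data are microRNA sequencing libraries from the liver of 96 mice, 48 at each of 2 ages. According to the study's methods, total RNA was enriched for its small fraction and sequenced as short, single-end, strand-specific reads on an Illumina HiSeq instrument. The labels name CASAVA 1.8.2 for base calling. After clipping, STAR placed the reads on the mm10 mouse assembly with its default settings, and HTSeq counted them per microRNA. The hairpin annotation release is not given in the sources used here. The authors deposited a table of estimated counts per microRNA hairpin, one column per library, and a table of FPKM values. The deposited FPKM were not tested here and served to recover each hairpin's length, which was whole within 0.01 for 1003 of 1018 hairpins.

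HTSeq gives whole counts, yet 11306 of 53722 deposited values above 0 were not whole (tolerance 0.0001), in 248 hairpins that hold 41.6% of all counts. How these values arose is not given in the sources used here and was not tested, and values of such hairpins are uncertain. The same counts as another hairpin in all libraries were held by 56 hairpins, with 1.10% of all counts. These may overlap the 248. The design had assumed counts, so the estimated counts were rounded to whole numbers before the tests. The totals ran from 2195052 to 6662671 estimated counts, with a median of 5149570, and counting error weighs most on low hairpins. No pair of libraries in a group held identical values in 144 pairs, and the smallest chi-square per degree of freedom was 47.7, so over all hairpins together libraries of a group differed by more than counting error.

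Groups came from the labels of genotype, line, sex and age. The tests, samples and covariates were chosen before the data were examined. The controls, sex covariate and connectivity limit follow the study's methods. Its test, the Wald test of DESeq2 on outlier-replaced counts, is an alternative here. At each age, libraries with a robust standardized connectivity (Z.k) under -5 on variance-stabilized counts were left out: 0 at 6 months and 4 at 10 months. These were Q92 male replicate 2, Q92 female replicate 1, WT of the Q20 line male replicate 3 and WT of the Q50 line male replicate 3. Hairpins with at least 1 CPM in at least 8 libraries were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Controls were WT of both lines and Q20. Sex and the lane tag in the labels (L5 to L8) were covariates. The study's methods name a batch covariate without defining it, and its text elsewhere calls its 2 sets of mice batches. All libraries here belong to 1 of these sets, so the lane tag was taken for the covariate. CAG length was 7 for WT, and slopes are per 100 repeats. WT lines, sex and own-line comparisons used a model with 6 genotype and line levels. Age was tested without the lane tag, because the lanes and libraries of the ages were taken in advance for separate sets. Tags L6, L7 and L8 occur at both ages, and the sources used here do not say whether a tag stands for the same run at both. Ages were combined as the sum of signed Z over the square root of their number, as in the study.

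CPM, the usual library-size-scaled count, used the TMM-scaled library total. Error is given as SD between mice for levels and SE for fitted differences. Direction counts set each mouse against the mean of controls of its sex (of all females for sex, of 6-month mice of its sex for age). Named hairpins follow a rule fixed in advance, by smallest p among those past the threshold. Because no name is paired with an ID, at most 2 higher and 2 lower are given per comparison. The named lists of liver, blood and other cell markers, their camera tests, and a run without Mir122 need names and were not run.

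The tests were checked on simulated counts with known changes at 1.25-, 1.5- and 2-fold. For Q140 at 10 months, edgeR recovered 58.8%, 63.3% and 93.9% of 17, 30 and 33 changed hairpins among 388 tested, with 4 false calls. For Q92 at 6 months it recovered 35.5%, 62.1% and 56.0% among 383, with 1. For sex at 6 months it was 59.3%, 82.1% and all at 2-fold among 372, with 3. For CAG length at 10 months it was 58.3%, 88.9% and 87.5% among 383, with 6. For age it was 72.0%, 96.6% and all at 2-fold among 407, with 6. Each simulation changed far more hairpins than the genotype tests called, which makes the adjusted threshold easier to pass. Recovery may thus be lower where few hairpins change. Apart from the planted changes, each hairpin was drawn on its own around 1 mean, without lane, sex or genotype effects. The false calls thus do not show how often the tests err on the real libraries. There, other splits of the mice gave up to 20 calls for Q92 at 6 months.

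Alternatives planned in advance were DESeq2 size factors in edgeR, no abundance filter, DESeq2 1.42.0 (with and without replacement of single outlying values), no lane tag, all libraries kept, a replicate block, each library left out, Q20 alone as controls, only the tested genotype and controls in the model, and WT left out of the CAG test. Added after the data were seen were the 2 most abundant hairpins left out, a Z.k limit of -3, WT alone as controls, the lane tag in the age model, fits within each lane tag, and correlations of Z under alternatives other than DESeq2.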

Results

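Small RNA was sequenced from the liver of mice that carry one normal copy of the mouse Htt gene and one copy with a human HTT exon 1 of 20, 50, 92 or 140 CAG repeats (Q20, Q50, Q92 and Q140). Htt encodes huntingtin, and a long CAG repeat in it causes Huntington's disease. Wild-type (WT) mice came from the Q20 line and from the Q50 line. At each age, 6 and 10 months, there were 8 mice per genotype and line, 4 of each sex, which gave 96 libraries in 24 groups of 4. The WT and Q20 mice served as controls, 24 at each age. The library totals ran from 2195052 to 6662671 estimated counts, with a median of 4809926 at 6 months and 5379043 at 10 months. Males had fewer counts than females at both ages, with medians of 4259134 against 5149568 at 6 months and 5186570 against 5837608 at 10 months. The table held 1187 microRNA hairpins, of which 1018 were above 0 in some library, and 482 to 591 were detected per library. The most abundant pair took 21.3% of all counts each, and the top 10 took 74.4%. The hairpins carry miRBase accessions without names, and 0 of these were matched to a symbol in the reference tables, so hairpins are given here by accession, with the length in nucleotides (nt).

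The first question was how the liver microRNAs of males and females differ, since both sexes were present in equal number in each genotype. At 6 months 143 of 374 hairpins differed, 84 higher and 59 lower in males, and at 10 months 174 of 383 differed, 85 higher and 89 lower. MI0009939 (85 nt) had 638 ± 102 CPM in males (SD, n = 24) and 77.4 ± 10.2 in females (n = 24) at 6 months, 8.17-fold higher in males. At 10 months it had 630.3 ± 82.5 CPM in males (n = 21) and 73.9 ± 7.71 in females (n = 23), 8.55-fold higher. MI0004127 (96 nt) was 14.5-fold higher in males at 6 months, with 49.0 ± 9.97 CPM against 3.33 ± 1.96 (SD, n = 24 each). In the other direction, MI0004249 (97 nt) had 621 ± 232 CPM in males and 1676 ± 225 in females at 6 months (SD, n = 24 each), and 989 ± 213 (n = 21) against 2194 ± 218 (n = 23) at 10 months. Each of these hairpins moved in the stated direction in 24 of 24 males at 6 months and 21 of 21 at 10 months, against the mean of the females.

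The log2 difference of MI0009939 was 3.03 ± 0.07 (SE) at 6 months and 3.10 ± 0.06 at 10 months, with edgeR adjusted p of 2.46e-35 and 5.11e-36. That of MI0004249 was -1.47 ± 0.10 and -1.14 ± 0.07, with edgeR adjusted p of 3.06e-16 and 1.76e-16. A difference of 2-fold or more was called in 33 hairpins at 6 months (28 higher, 5 lower) and in 45 at 10 months (40 higher, 5 lower). The 2 ages share no mice. Of 366 hairpins tested at both, 81 were called higher in males at 6 months and 76 at 10 months, of which 59 were shared, where independent lists would share 16.8. Those called lower numbered 59 and 88, with 46 shared and 14.2 under independence, and 0 were called in opposite directions. Across these hairpins, which are not independent replicates, the log2 differences had a Pearson correlation of 0.927 and a Spearman correlation of 0.779. The first principal component held 28.0% of the variance at 6 months and 41.8% at 10 months, and the sexes separated fully on it. Within lane tags, taken here for the batch, 133 of 133 called hairpins kept their direction in L6 and 139 of 139 in L7 at 6 months. At 10 months it was 120 of 141 in L5 (12 libraries), 165 of 165 in L6 (24) and 114 of 133 in L7 (8). The 3 libraries of L8 at 6 months were too few. The hairpins in these counts were called over the same libraries, so agreement within a lane tag is partly set by that choice.

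**Figure D1:**
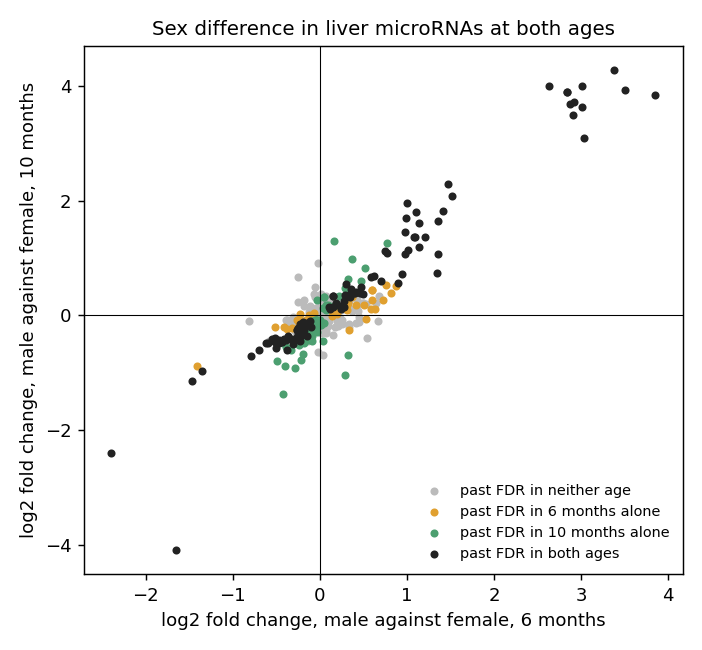
Log2 fold change of males against females at 6 months (x axis) and 10 months (y axis), 1 point per hairpin tested at both ages, coloured by the ages at which it passed an adjusted p of 0.05. The points called at both ages, 59 higher and 46 lower in males, lie in the upper right and lower left.

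The second question was how the liver microRNAs differ between mice of 10 and 6 months. At 10 months 129 of 408 hairpins were higher and 110 lower than at 6 months, and in 25 of them the difference was 2-fold or more (15 higher, 10 lower). MI0000235 (66 nt) had 637 ± 105 CPM at 10 months (SD, n = 44) and 272 ± 59.9 at 6 months (n = 48), a log2 difference of 1.23 ± 0.05 (SE). MI0000621 (96 nt) had 135 ± 19.9 CPM against 98.0 ± 16.9. MI0004665 (109 nt), with fractional counts in 69 libraries and thus uncertain, had 15.9 ± 4.04 CPM against 64.3 ± 23.6, and MI0009990 (132 nt) had 5.51 ± 1.46 against 22.5 ± 8.87. All 44 mice of 10 months lay on the stated side of the 6-month mean of their sex for each of the 4 hairpins. This count used CPM scaled within each age, while the CPM above were scaled over both ages together. The edgeR adjusted p was 7.07e-39 for MI0000235 and 8.07e-36 for MI0004665. Lane tags L6, L7 and L8 occur at both ages, but 18 codes of lane and library also do, for different mice, so a shared tag is not known to be a shared run. For that reason no value within a batch is given, and age and library set cannot be told apart.

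The comparison of Q140 with controls asks whether the longest repeat in the series goes with a change in the liver. At 10 months 5 of 383 hairpins were higher in Q140 mice and 0 were lower. MI0000241 (70 nt) had 2032 ± 206 CPM in Q140 (SD, n = 8) and 1513 ± 288 in controls (n = 22). MI0000711 (82 nt), a hairpin of low abundance, had 9.66 ± 2.01 CPM in Q140 and 6.06 ± 2.16 in controls. Both were higher in 8 of 8 Q140 mice than the mean of controls of their sex. The log2 differences were 0.43 ± 0.09 and 0.71 ± 0.17 (SE), with edgeR adjusted p of 0.0173 for each. MI0000241 holds fractional counts in 96 libraries, for a reason not given in the sources used here, and its value is uncertain. Against WT alone 0 passed and against Q20 alone 21 did, and DESeq2 called 10 (8 higher, 2 lower). Single mice moved the count as well. It was 0 without Q140 female replicate 2, 1 without Q140 female replicate 3, 2 without Q140 female replicate 1 or male replicate 4, and 8 without Q140 male replicate 1. It was 3 without Q20 female replicate 2, Q92 female replicate 2 or WT of the Q50 line female replicate 1. With all libraries kept it was 3, and with only Q140 and controls in the model it was 2. MI0000241 missed the threshold without Q140 female replicate 2. MI0000711 missed it without Q140 female replicate 1, 2 or 3 or male replicate 4. In each of L5, L6 and L7 the 5 hairpins kept their direction, with 0 called by edgeR in each. They were picked over these same libraries, so this agreement is partly set by the choice. By edgeR, 52 hairpins had an unadjusted p under 0.05 over all lanes. Chance gives 19.15 of the 383 tested at 10 months and 18.7 of the 374 at 6 months. It gives 18.3 of the 366 in the combined tests and 20.4 of the 408 tested over both ages.

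**Figure D2:**
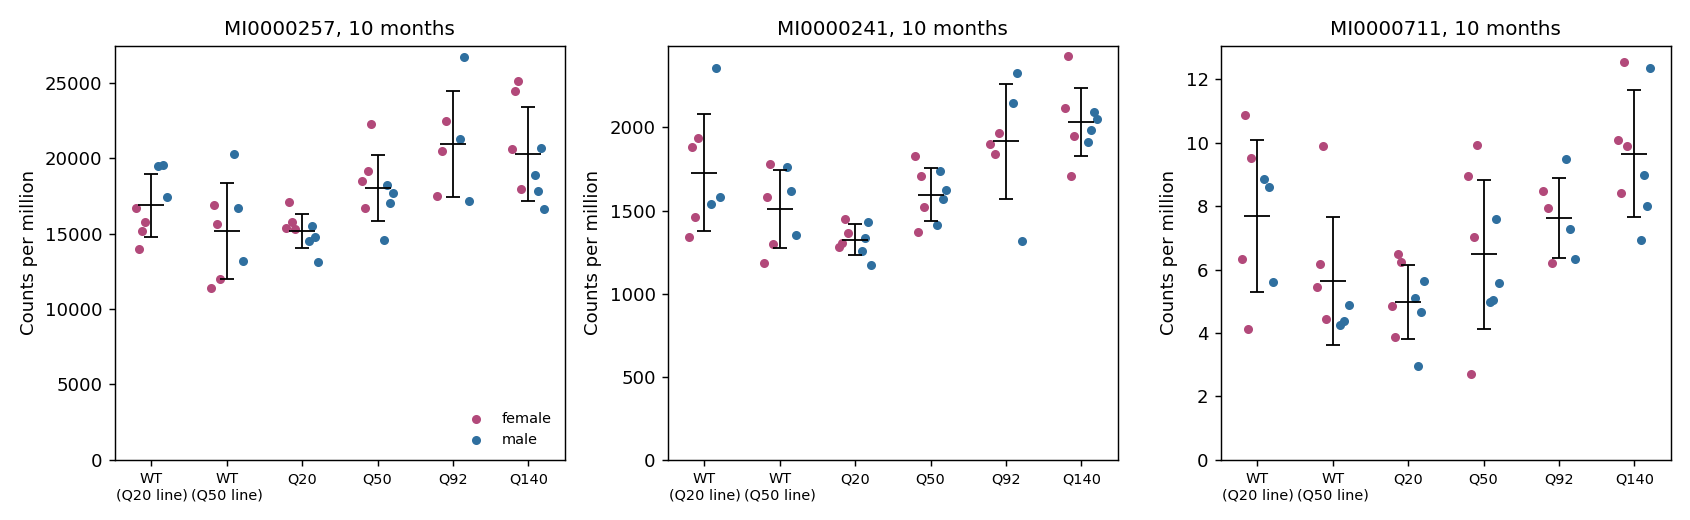
CPM of 3 hairpins in each 10-month library by genotype and line, with 1 point per mouse coloured by sex and the mean and SD in black. MI0000257, MI0000241 and MI0000711 have their highest group means in Q92 or Q140 mice, and the groups overlap.

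For Q92 at 10 months, 4 of 383 hairpins differed from controls, 3 higher and 1 lower. No WT of the Q92 line is in the data, so genotype and mouse line cannot be told apart. MI0000571 (75 nt) had 407 ± 32.6 CPM in Q92 (SD, n = 6) and 344 ± 22.1 in controls (n = 22). MI0000714 (110 nt) had 33.1 ± 10.9 CPM in Q92 and 7.89 to 40.6 CPM in controls, a fitted difference of 2.21-fold. The lower one was MI0000144 (71 nt), among the abundant hairpins with 5.12% of all counts, at 45669 ± 2282 CPM against 50732 ± 3697. Each moved in the stated direction in 6 of 6 Q92 mice. The log2 differences were 0.25 ± 0.05, 1.15 ± 0.25 and -0.18 ± 0.04 (SE), with edgeR adjusted p of 0.00447, 0.00784 and 0.0238. All 3 hold fractional counts in 94 or 96 libraries and are uncertain for that reason. Against WT alone 1 passed, against Q20 alone 9, and with only Q92 and controls in the model 1. Against WT alone the 4 hairpins kept 80.3% to 103% of their log2 difference, and the 3 that missed the threshold had edgeR adjusted p of 0.0707 to 0.0750. That of MI0000714 was then 0.92 ± 0.24 and that of MI0000144 -0.16 ± 0.05 (log2, SE). Q20 differed from its own WT by -0.99 for MI0000714, 0.07 for MI0000144 and 0.02 for MI0000571 (log2), so MI0000714 was low in the Q20 controls. DESeq2 called 8 (4 higher, 4 lower), and DESeq2 size factors within edgeR gave 3 higher and 2 lower. The count was 1 without Q92 male replicate 1, 2 without Q92 female replicate 4, 7 without WT of the Q20 line male replicate 2 and 8 without Q92 male replicate 4. MI0000144 missed the threshold without Q92 female replicate 4, male replicate 1 or male replicate 3, without the lane tag and without the abundance filter. MI0000714 missed it without Q92 male replicate 1 and MI0000571 with all libraries kept (edgeR adjusted p = 0.287). The 4 hairpins, picked over these same libraries, kept their direction in L6 and in L7. The L5 libraries held no Q92 mouse.

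With CAG length as a number, the test asks whether a hairpin rises or falls along the series. At 10 months 7 of 383 hairpins rose with CAG length and 1 fell. Each CAG length came from its own mouse line, and WT mice came only from the Q20 and Q50 lines. The slope thus cannot be told apart from a difference of the Q92 and Q140 lines from the others. MI0000257 (63 nt), with 2.08% of all counts, had 16869 ± 2116 CPM in WT of the Q20 line (SD, n = 7), 15166 ± 3163 in WT of the Q50 line (n = 7), 15179 ± 1132 in Q20 (n = 8), 18022 ± 2214 in Q50 (n = 8), 20920.3 ± 3517 in Q92 (n = 6) and 20275 ± 3118 in Q140 (n = 8). Its slope was 0.31 ± 0.07 (SE) on the log2 scale per 100 repeats, and that of MI0000241 was 0.33 ± 0.07, with edgeR adjusted p of 0.00617 for both. Of the 14 Q92 and Q140 mice, 14 were above the mean of controls of their sex for MI0000257 and 13 for MI0000241. MI0000241 had its lowest mean in Q20, at 1324 CPM, under WT of the Q20 line (1729) and of the Q50 line (1512). Its means were 1596 in Q50, 1916 in Q92 and 2032 in Q140. MI0000817 (98 nt) had a slope of -0.25 ± 0.07 (edgeR adjusted p = 0.0447) and was lower in 12 of 14. Its mean was 198 CPM in WT of the Q20 line and 258 in WT of the Q50 line. It was 215 in Q20, 208 in Q50, 175 in Q92 and 182 in Q140, so WT of the Q20 line lay below Q20 and Q50. MI0000817 lost the threshold without any of 23 of the 44 libraries, with edgeR adjusted p up to 0.0753. The 8 hairpins, picked over these same libraries, kept their direction in L5, L6 and L7. DESeq2 called 17 (13 higher, 4 lower), leaving out the WT mice also gave 17, and testing without the abundance filter gave 4. The count was 4 without Q140 female replicate 2 or Q92 female replicate 2, and 5 without Q140 female replicate 1 or Q92 female replicate 3. It was 14 without WT of the Q50 line female replicate 3 and 18 without WT of the Q20 line male replicate 2.

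At 6 months the same comparisons gave little. For Q92, 1 of 374 hairpins passed, MI0000159 (68 nt), with fractional counts in 8 libraries and thus uncertain. It had 40.9 ± 70.7 CPM in Q92 (SD, n = 8) and 9.73 ± 5.16 in controls (n = 24), with a log2 difference of 1.88 ± 0.42 (SE) and an edgeR adjusted p of 0.0166. It was higher in 6 of 8 Q92 mice. One Q92 female, replicate 2, had 214 CPM, and without it 0 passed. The call also ended against Q20 alone, with only Q92 and controls in the model, with a Z.k limit of -3 and by DESeq2 on outlier-replaced counts. Of the hairpins named for Q92 at 10 months, MI0000144 went the other way at 6 months. It had 56239 ± 7379 CPM in Q92 (SD, n = 8) and 52659 ± 4530 in controls (n = 24). MI0000571 (366 ± 78.1 against 350 ± 44 CPM) and MI0000714 (12.9 ± 5.72 against 12.2 ± 5.8) kept their direction. Each of these differences was smaller than the SD of controls. For Q140, edgeR called 0 with 5 hairpins at an unadjusted p under 0.05, where chance gives 18.7, and DESeq2 called 0. MI0000241, higher in Q140 at 10 months, was lower at 6 months, with 1320 ± 193 CPM in Q140 (SD, n = 8) and 1391 ± 249 in controls (n = 24). MI0000711 had 5.16 ± 1.04 CPM against 4.995 ± 2.08. For CAG length as a number edgeR called 0 with 8 at an unadjusted p under 0.05, and DESeq2 0. Without Q92 male replicate 3 the CAG count was 1. The 6-month slope of MI0000241 was -0.014 ± 0.081 (SE), against the 10-month direction. Those of MI0000257 (0.104 ± 0.076) and MI0000817 (-0.042 ± 0.091) kept their direction but were smaller than at 10 months.

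**Figure D3:**
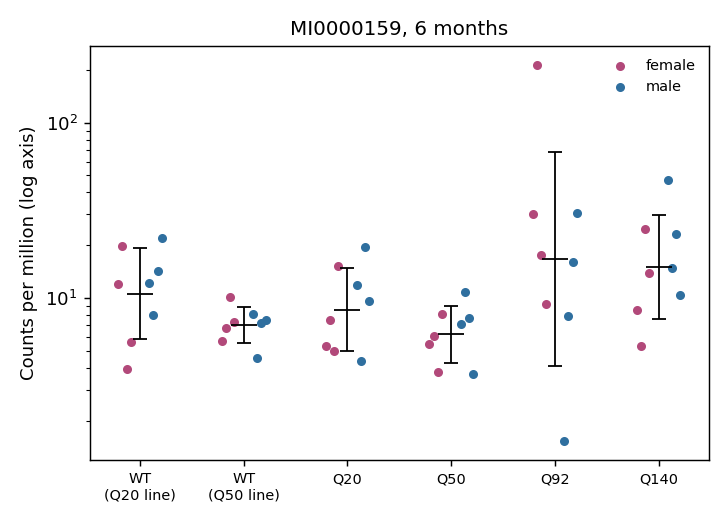
CPM of MI0000159 (log axis) in each 6-month library by genotype and line, with the geometric mean and 1 SD of the log values in black. One Q92 female lies at 214, and the other 7 Q92 mice lie between 1.53 and 30.4.

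Q50 was the repeat length that this series added. Against controls edgeR called 0 hairpins at 6 months (7 at an unadjusted p under 0.05) and 0 at 10 months (9), and DESeq2 called 0 at both ages. Against WT mice of its own line edgeR called 0 at 6 months (1) and 0 at 10 months (17), again with 0 by DESeq2. Without WT of the Q50 line female replicate 1, the 10-month count against controls was 1. The median SE of a log2 difference from controls was 0.18 at 6 months and 0.15 at 10 months.

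The kinds of control were also set against each other. Q20 against WT of its own line gave 0 calls by edgeR at 6 months, with 24 at an unadjusted p under 0.05, and 0 at 10 months, with 39, and DESeq2 gave 0 at both ages. Without WT of the Q20 line female replicate 2, the 10-month count was 1. All 8 Q20 mice of 6 months were in L7. WT of the Q50 line against WT of the Q20 line gave 0 calls by edgeR at 6 months (15 at an unadjusted p under 0.05; 0 by DESeq2). At 10 months edgeR gave 0, with 43 at an unadjusted p under 0.05, and DESeq2 gave 1. That count was 3 without Q140 male replicate 4 or WT of the Q20 line female replicate 2, and 2 without Q50 male replicate 2. It was 1 without Q50 male replicate 3, WT of the Q50 line female replicate 3 or WT of the Q20 line male replicate 4.

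The 6- and 10-month results were then combined over 366 hairpins. For Q92 edgeR gave 1 call, MI0000257, which was higher (combined Z = 4.09, edgeR adjusted p = 0.0156). For CAG length there were 2, MI0000711 (Z = 4.03) and MI0000257 (Z = 3.91), both higher, with an edgeR adjusted p of 0.0166. Q50 gave 0 (10 at an unadjusted p under 0.05) and Q140 gave 0 (26), and DESeq2 gave 0 for both. The CAG count was 0 without 10-month Q140 female replicate 3 and 1 without 6-month Q140 male replicate 1. It was also 0 with WT left out, and 1 without the lane tag, with all libraries kept or with a Z.k limit of -3. The Q92 count was 0 without 10-month Q20 male replicate 1, Q92 male replicate 1, Q92 male replicate 3 or WT of the Q50 line female replicate 4, and was 2 to 6 without any of 32 others. MI0000257 also missed the threshold for Q92 without 6-month Q92 female replicate 2, with all libraries kept and against Q20 alone. Across hairpins, the signed Z values of the 2 ages had a Pearson correlation of 0.0502 for Q50, -0.190 for Q92, -0.0959 for Q140 and -0.115 for CAG length. In 100 permutations of genotype the p values were 0.64, 0.2, 0.4 and 0.39, or 0.533 to 0.64 after adjustment over the 4 tests. Hairpins are not independent replicates. The Spearman values were 0.0465, -0.187, -0.115 and -0.158, with permutation p of 0.71, 0.21, 0.3 and 0.18. The Q140 value was 0.0230 without 6-month Q140 female replicate 2, and the Q50 value was -0.0243 without 6-month Q50 male replicate 4 and -0.0250 without 10-month Q50 male replicate 4.

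Whether the CAG slope or the sex difference itself depends on another factor was tested with product terms over 408 hairpins. The CAG slope by sex gave 0 calls by edgeR, with 13 at an unadjusted p under 0.05, and 2 by DESeq2. By age, the slope gave 0 by edgeR, with 50, and 0 by DESeq2, and 3 passed without the abundance filter. The sex difference by age gave 0 by edgeR, with 59, and 7 by DESeq2. DESeq2 size factors within edgeR also gave 7. The slope by sex gave 2 without 6-month Q20 female replicate 4 or male replicate 1. The sex by age count was 7 without 6-month Q50 female replicate 1, 4 without 10-month Q50 male replicate 4 or Q92 male replicate 3, and 3 without 6-month WT of the Q20 line male replicate 3.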

Values the study reported

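The study profiled an earlier set of mice, its Series 1, as well as the set analysed here, its Series 2. In 6-month liver of Series 1 it reported 32 differentially expressed microRNAs for Q92, 7 for Q80 and 5 for Q140, none for Q111 or Q175, and few or none for any genotype in liver at 10 months. The study's methods list WT liver of Series 1 at 2 and 10 months only. Those 6-month counts thus had Q20 as the only control, unlike the pooled controls used here. Across the study's 6- and 10-month data, 3 microRNAs passed an FDR of 0.05 for CAG length in liver of Series 1. For CAG length in liver, the study gave a correlation between Series 1 and Series 2 of r = 0.28 with p = 0.003. For Q92 and for Q140 it described the liver concordance between the series as not significant.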

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

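Leaving out each library was planned, and its use below as a test of a single library was chosen after the result was seen. Of 54 groups of 4 to 10 libraries, 3 held a value far from the rest, where chance gives 1 in 20 (2.70).

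The library total of Q20 10-month male replicate 1 was 6054960 against 4848320 for the nearest and 4672810 for the lowest of the group of 4. That of Q92 10-month male replicate 2 was 2385760 against 5516340 for the nearest and 5929070 for the highest, and this library was left out of the tests by its connectivity. Of MI0000159 in the 8 Q92 mice of 6 months, female replicate 2 had 214 CPM, the next had 30.4 and the lowest 1.53.

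A single library may account for the Q92 call at 6 months. Without it, 0 hairpins passed, and the log2 difference fell from 1.88 to 0.80. No technical reason was tested, and a change in that mouse alone stays open.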

How the results depend on the processing

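The 2 most abundant hairpins left out, the Z.k limit of -3, WT alone, the lane tag in the age model, and correlations under alternatives other than DESeq2 were chosen after the data were seen. Camera with lists and the run without Mir122 were not run. Of 284 values of 28 results under alternatives, 241 stayed within 1.5 times or kept direction and side of the threshold, 41 moved and 2 reversed. Of 237 values of named hairpins, 207 stayed past the threshold, 30 lost it and 0 reversed. The sex counts ran from 134 to 169 (6 months) and 166 to 180 (10 months), and the age count from 229 to 241, with single libraries left out. The cause of the changes below was not tested unless the alternative's own construction shows it.

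Replicate numbers did not pair mice: the median correlation of deviations was -0.0127 at 6 months and -0.0159 at 10 months, and 13 of 48 and 14 of 44 libraries matched best with their own number. With the replicate block the Q92 count at 6 months was 0 and the combined CAG count 0; other counts stayed within 1.5 times.

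For Q92 at 6 months, 0 passed by DESeq2 on outlier-replaced counts, with the Z.k limit of -3, against Q20 alone and with only that genotype and controls. For Q92 at 10 months the count was 8 by DESeq2, 8 on outlier-replaced counts, 9 against Q20 alone, 1 with only that genotype and controls and 1 against WT alone. For Q140 at 10 months it was 10, 9, 21, 2 and 0 in that order, and 3 with all libraries kept. For CAG length at 10 months it was 4 without the filter, 17 by DESeq2 and 17 without WT.

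WT against WT at 10 months gave 1 by DESeq2 and 1 on outlier-replaced counts, and the CAG by sex term gave 2 and 2. The CAG by age term gave 3 without the filter. The sex by age term gave 7 with DESeq2 size factors, 7 by DESeq2, 8 on outlier-replaced counts and 7 without the 2 most abundant hairpins.

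The combined Q92 count was 4 by DESeq2 and on outlier-replaced counts, 2 without the lane tag, without the top 2 hairpins, with the Z.k limit of -3 and against Q20 alone, 0 with all libraries kept and 7 with only that genotype and controls. The combined CAG count was 1 without the lane tag, with all libraries kept and with the limit of -3, and 0 without WT. The Q50 correlation of Z reversed to -0.0284 with only that genotype and controls and -0.0396 against WT alone.

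With single libraries left out, counts ran from 0 to 1 for Q92 and CAG length at 6 months, Q50 at 10 months and Q20 against its own WT at 10 months. They ran from 1 to 8 for Q92, 0 to 8 for Q140 and 4 to 18 for CAG length at 10 months, and from 0 to 3 for WT against WT. Combined Q92 ran from 0 to 6 and combined CAG from 0 to 3, CAG by sex from 0 to 2 and sex by age from 0 to 7. The correlations ran from -0.0250 to 0.107 for Q50 and -0.232 to 0.0230 for Q140.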

Other observations

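The tests of the Q140 pattern below were chosen after its result was seen. The test between lane tags and the counts of splits were fixed before.

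Among hairpins under 10 CPM, 45 were called higher in males and 7 lower at 6 months, and 47 and 19 at 10 months. Among those over 1000 CPM, 9 were higher and 16 lower at 6 months, and 11 and 22 at 10 months. The difference between the classes was not tested. By age, 83.3% of the hairpins over 1000 CPM were called, and 39.2% of those under 10 CPM.

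Other splits of the mice were drawn 100 times, the real one included. By the count of splits alone, with 24 results tested in this way, chance can be excluded for sex at 6 months (143; 1 split as large; highest other 6), sex at 10 months (174; 1; 1) and age (239; 1; 20). For Q92 (4; 1; 1), Q140 (5; 1; 2) and CAG length (8; 1; 1) at 10 months, no other split gave as many. The share of splits was 0.01 for each, the lowest that 100 splits can give. After Benjamini-Hochberg adjustment over the 24 it was 0.04. These splits moved genotypes freely among mice of a sex and age, so they cannot exclude a difference between mouse lines. For combined CAG length (2; 3; 5) the share was 0.03 before adjustment and 0.103 after it, and the highest other exceeded the real count, so chance is not excluded over the 24. The Q92 count at 10 months was 1 against WT alone and 1 without Q92 male replicate 1. The Q140 count at 10 months was 0 against WT alone and 0 without Q140 female replicate 2. The combined CAG count was 0 without WT and 0 without 10-month Q140 female replicate 3. Chance cannot be excluded for Q92 at 6 months, with 12 splits giving 1 or more and a highest other of 20, nor for combined Q92, with 17 splits and a highest of 7. For the other results, with 0 calls, all 100 splits gave as many, and the highest of the others was 13, for Q20 against its own WT at 10 months. Splits that call several times the real count, as the 20 for Q92 at 6 months, may point to a structure of the samples, such as libraries that stand apart falling together, which was not tested. At an unadjusted p under 0.05, WT against WT at 10 months had 43 hairpins and sex by age 59, and 2 of 100 splits gave as many in each case.

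The Q140 calls at 10 months passed against the pooled controls and not against WT alone. Low values in the Q20 mice may contribute, since all 5 hairpins were lower in Q20 than in its own WT. The log2 difference of Q20 from its own WT was -0.99 to -0.19 over the 5. For MI0000241 it was -0.39, beside 0.32 for Q140 against WT alone. For MI0000711 it was -0.55, beside 0.59. Each of the 5 kept at least 72.8% of its log2 difference against WT alone, at 2.87 or more SE above 0. This cannot decide how much the Q20 mice contribute, because the 5 were picked against controls that include the same WT mice. The median log2 difference went from 0.43 to 0.33 with SE of 0.10 before and after, and the adjusted p (edgeR) rose to between 0.115 and 0.230, and the calls ended. The log2 difference was smaller for all 5, while the SE was larger for 2 and smaller for 3. A difference between mouse lines and cages cannot be told apart from genotype, because no WT of the Q140 line is in the data. The WT of the Q20 and Q50 lines differed in 43 hairpins at an unadjusted p under 0.05 (edgeR), where chance gives 19.15. Of these 0 were called, and the highest of the other splits had 53.

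The age pattern may hold a part from library sets that differ between the ages. Within 6 months, 57 hairpins were called between lane tags L7 and L6, with a correlation of 0.268 with the age difference across hairpins, and 6 between L8 and L6 (0.151). Within 10 months it was 7 between L6 and L5 (0.141) and 0 between L7 and L5 (0.142). Whether a tag stands for the same run at both ages is not given in the sources used here, so age and library set cannot be told apart, and a biological change with age stays open and untested.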
